A study of Homo sapiens with 16 samples. Its data were reported in "Dynamic changes in RNA m6A and 5 hmC influence gene expression programs during macrophage differentiation and polarisation" (2024).

How the data were processed

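THP-1 cells, a human monocytic leukaemia line, were profiled at 4 stages: untreated monocytes (Mo), resting-like macrophages (Mϕ), macrophages polarised with LPS and IFN-γ (M1) and macrophages polarised with IL-4 and IL-13 (M2). In m6A-IP-Seq, fragmented RNA is pulled down with an antibody against N6-methyladenosine (m6A), and the recovered fragments (IP) are sequenced beside fragments that were not pulled down (input). Each stage had 2 IP and 2 input samples, which gives 16 samples in 8 groups of 2. Group and replicate number came from the sample titles.

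Per the study's methods, the authors trimmed the reads with Trimmomatic, aligned them to hg38 with STAR, selected uniquely mapped reads and called peaks enriched in IP over the corresponding input with MACS2. The lists are separate for every sample, and replicates were not pooled. How peaks were called in the input samples is not stated. The authors deposited for each peak its position, a score, a fold enrichment and the −log10 of a p-value and of a q-value at the summit. The deposited score is a whole number made from the −log10 q, and the deposited fold is a ratio of signal over the background that the caller used. These values depend on the depth and background of their own list, so they served only to describe, rank or filter peaks within that list. The lists hold no read counts. The labels state only a minimum number of reads per sample, so the exact depth behind a list is unknown, no interval for counting error was computed, and the model of IP over input counts that the study fitted could not be fitted here. The number of peaks per list is given in its place, and it moves with depth and pull-down efficiency as well as with methylation.

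All deposited peaks were used. No peak lay beyond the end of a chromosome, and the number on sequences outside the annotated chromosomes was 0. Peaks were annotated with GENCODE 44 on the same build. A summit was placed in the first class that held it, in the order coding sequence (CDS), 3′ untranslated region (3′ UTR), 5′ UTR, exon of a noncoding transcript, intron and intergenic sequence. A gene had a peak when a summit lay in an exon of that protein-coding or lncRNA gene, so overlapping genes on either strand share a peak. Motifs were read on the gene strand within 50 nt on each side of summits that lay in exons of 1 strand only. Distance to the stop codon was counted along the canonical transcript, and a peak counted as near it within 200 nt.

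A site is a stretch of the union of peaks from the lists compared, and a list called a site when its peaks covered at least 1 bp of it. Shares in IP and input lists were compared by two-sided exact permutation of the 8 and 8 lists. The similarity of 2 lists was the Jaccard index of called bases. Stage separation was the mean index within stages minus the mean between stages, tested one-sided against all other ways to split the 8 lists into 4 pairs. Sites exclusive to a stage were ranked, one-sided, among the 28 pairs of IP lists. For the 3 contrasts (Mϕ against Mo, M1 against Mϕ and M2 against Mϕ), sites called in both lists of one stage and in neither of the other were counted beside the other 2 ways to split the 4 lists into pairs. Genes gained and lost in a contrast were compared for 4 lists of genes (cell cycle, LPS and IFN-γ response, IL-4 and IL-13 response, macrophage differentiation) by Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests. The same tests on input lists gave the background. The gene lists were written from general knowledge, and 83 of 84 genes of the LPS and IFN-γ list and all genes of the others matched the annotation.

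The genes and sites named were set by a rule: the genes that the study's text names as examples or controls, and, for each contrast and direction, the 3 sites in a protein-coding gene with the best value of the worse of their 2 ranks by −log10 q. Groups, the tests described above, naming rule, gene lists and alternatives were fixed before the data were examined. The exception is the tests of regions in IP against input, which were not part of that plan. Further tests in the closing section were chosen after a first look at the lists, as stated there. Alternatives were a −log10 q of at least 3, the same number of best-ranked peaks from every list of a kind, coverage of at least 50% of a site, IP peaks that overlap no input peak of the same stage and number, restriction of contrasts and gene lists to genes with input peaks, other motif windows (25 and 100 nt), other motifs, other distances to the stop codon (100 and 400 nt), genes in place of sites, replicate blocks, and leaving out either replicate.

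The functions were tested on simulated data before use. In 100 simulated sets of 8 lists over 27911 sites, call rates were scaled by the lengths of the real lists, up to a limit. With no stage effect, the test of sites exclusive to Mo made a call in 0% of sets. The pairs of lists differ in length and are not exchangeable here, so this share does not measure the error rate of the test. With 500 planted Mo sites it made a call in 100% of sets, and the mean count rose from 161 to 659. For the gene list tests, 4% of 200 simulations without an effect and 100% of 200 with one passed an unadjusted 0.05. Each simulated list held 200 of 6800 genes, more than the 48 to 84 genes of the real lists. The share of 100% therefore does not give the power of the real gene list tests. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0, samtools 1.23.1, and matplotlib 3.10.9 for the plots.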

Results

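The data collected were 16 lists of peaks from m6A-IP-Seq of THP-1 cells, with 2 IP and 2 input lists for each of Mo, Mϕ, M1 and M2. The IP lists held between 10711 and 18261 peaks, with a mean of 14820 ± 2884 (SD, n = 8). They covered 6.85 Mb ± 1.66 (SD, n = 8) of the genome. The input lists were longer, at between 58456 and 71725 peaks. Replicate 2 had more IP peaks than replicate 1 at each of the 4 stages. In Mo the lists held 14015 and 18261 IP peaks, in Mϕ 15700 and 16917, in M1 10711 and 14075, and in M2 11061 and 17820. The 2 M2 lists differed from each other by more than any 2 stage means did. The exact read depth behind each list is unknown.

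**Figure D1:**
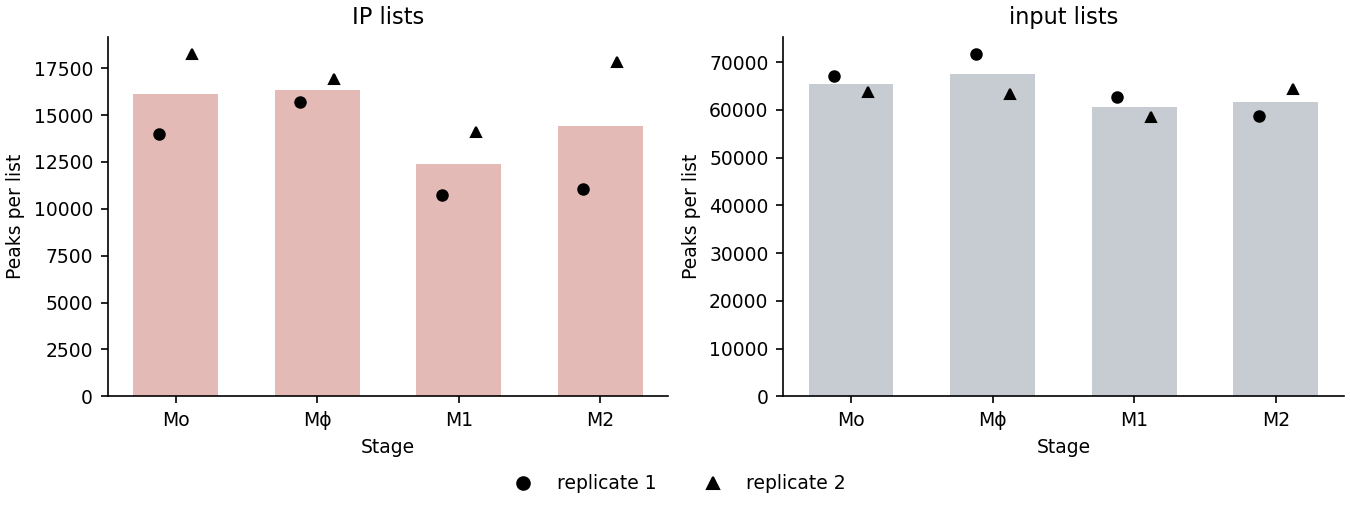
Number of peaks per list (vertical axis) by stage (horizontal axis) for IP (left) and input (right). Bars are the mean of 2 lists, circles replicate 1 and triangles replicate 2; replicate 2 lies above replicate 1 at each of the 4 stages in the IP lists.

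The first question was whether the IP lists carry the sequence and position expected of m6A, with the input lists as background. GGACU, a form of the m6A consensus DRACH (D is A, G or U, R is A or G, H is A, C or U), lay within 50 nt of the summit in 20.3% ± 0.54 (SD, n = 8) of exonic IP peaks. In the input lists the share was 9.34% ± 0.12 (SD, n = 8). The difference of 10.98 percentage points exceeded the spread between lists (two-sided exact permutation test, p = 0.000155, the smallest that 12870 arrangements can give). Among alternatives, GGACH in place of GGACU moved the difference most, to 21.0 percentage points. Of the 1024 possible 5-mers, GGACU had the highest ratio of IP to input share, at 2.18, followed by AGACU at 2.14. GGACU ranked 1 in 4 of the stage and replicate comparisons and 2 in the others, where AGACU ranked 1. DRACH itself was nearly saturated in windows of this size, at 95.6% of exonic IP peaks.

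Peaks near the stop codon were also more frequent in IP. Of peaks in exons of canonical coding transcripts, 28.9% ± 0.62 (SD, n = 8) lay within 200 nt of the stop codon in IP lists and 16.2% ± 0.19 (SD, n = 8) in input lists. The difference was 12.7 percentage points (two-sided exact permutation test, p = 0.000155). A distance of 100 nt moved it most, to 7.46 percentage points.

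**Figure D2:**
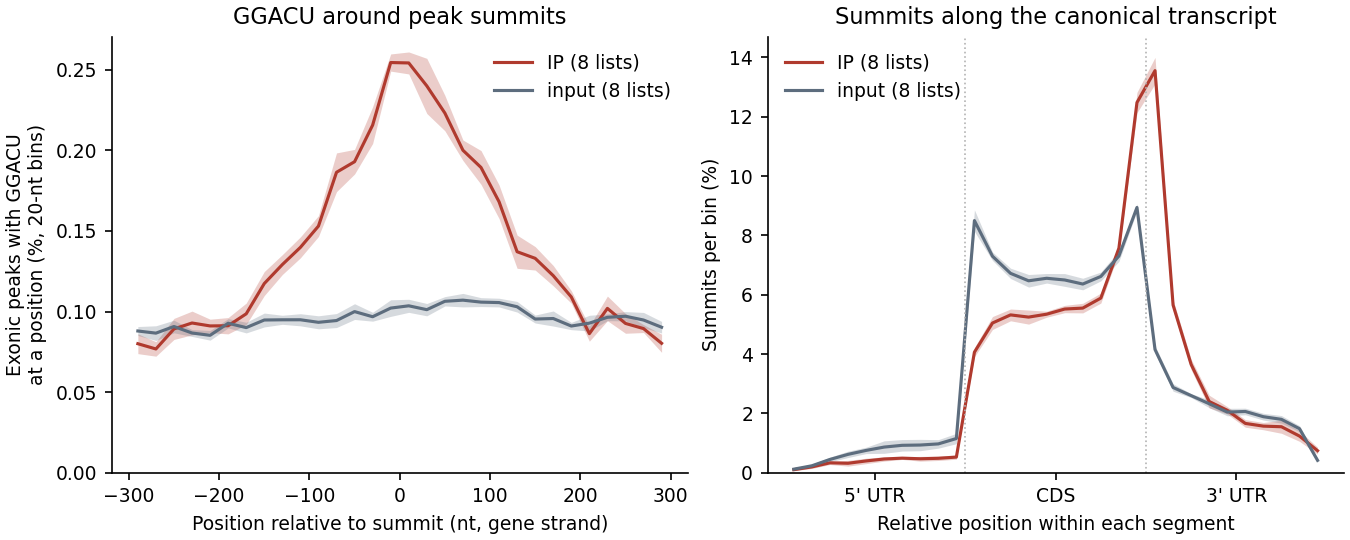
Left, share of exonic peaks with the A of GGACU at a position (vertical axis, %) by distance from the summit in nt (horizontal axis); right, share of summits (vertical axis, %) by relative position in the 5′ UTR, CDS and 3′ UTR of canonical transcripts (horizontal axis). Lines are means of 8 IP and 8 input lists and bands 1 SD; GGACU peaks at the summit in IP, and IP summits pile up around the end of the CDS.

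By region, 35.6% ± 3.3 (SD, n = 8) of IP summits lay in CDS, 20.1% ± 1.3 in 3′ UTRs, 2.92% ± 0.36 in 5′ UTRs, 8.38% ± 0.61 in noncoding exons, 25.5% ± 3.5 in introns and 7.42% ± 1.1 in intergenic sequence. Input lists had 9.93% ± 0.47 (SD, n = 8) of summits in 3′ UTRs and 50.7% ± 1.4 in introns. All 6 differences between IP and input passed an exact permutation test after Benjamini-Hochberg adjustment over 6 tests. The largest adjusted p of these tests was 0.0104, for CDS and for 5′ UTRs. They were not among the tests fixed in advance. They used all peaks, and no alternative setting was run for them. In replicate 2 of Mo, CDS held 31.1% of IP and 32.3% of input summits. In replicate 2 of M2 it held 32.9% and 33.3%. In all other stages and replicates the CDS share was higher in IP. The 5′ UTR share was lower in IP except in replicate 1 of Mo and of Mϕ.

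The next question was whether lists of one stage resemble each other more than lists of different stages. Within stages the Jaccard index of called bases was 0.568 ± 0.066 (SD, n = 4 pairs of IP lists), and between stages it was 0.497 ± 0.054 (SD, n = 24 pairs). The separation of 0.0709 was the largest of all ways to pair the 8 lists (one-sided exact test, p = 0.00952, the smallest possible). Taking the same number of peaks from each list moved it most, to 0.0901. Input lists separated in the same way, by 0.0782 (one-sided exact test, p = 0.00952), so the separation is not particular to IP. In IP, Mo shared an index of 0.477 ± 0.052 (SD, n = 12 pairs) with macrophage lists, and macrophage lists of different stages shared 0.518 ± 0.049 (SD, n = 12 pairs). The M2 replicates were the exception. Their index was 0.480, below the index of M2 replicate 2 with both Mϕ lists (0.609 and 0.591). It was also below indices with other stages, among them M2 replicate 2 with M1 replicate 2 (0.534) and with Mo replicate 1 (0.517). M2 replicate 1 likewise reached 0.521 with M1 replicate 1.

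**Figure D3:**
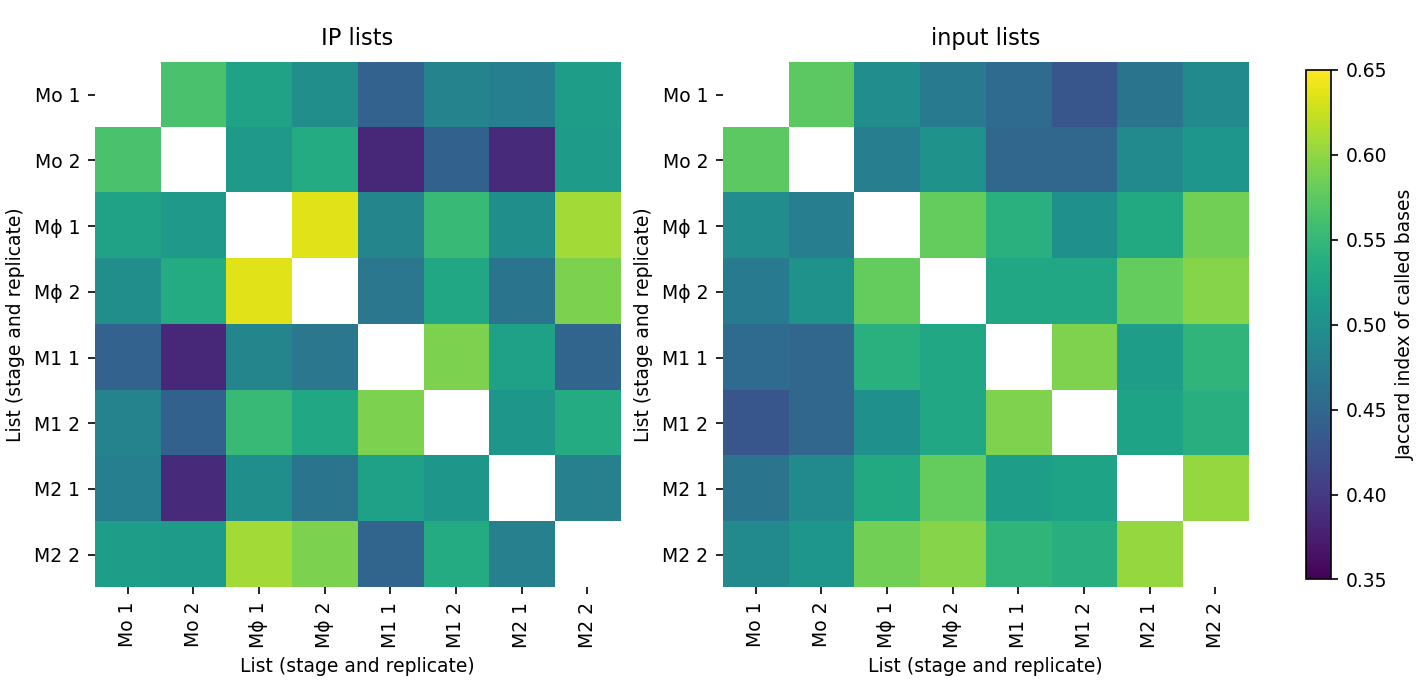
Jaccard index of called bases (colour) for pairs of IP lists (left) and input lists (right), ordered by stage and replicate on both axes. Mϕ replicates reach 0.637 in IP, while M2 replicates reach 0.480, below the index of M2 replicate 2 with Mϕ replicate 1 (0.609).

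The 8 IP lists formed 27911 sites, of which 6101 were called in all lists and 8191 in a single list. Both replicates called 11547 sites in Mo, 12414 in Mϕ, 8998 in M1 and 9402 in M2, and genes with a peak in both replicates numbered 6216, 6494, 5313 and 5765. Sites called in both Mo lists but not in both lists of any macrophage stage numbered 2010. Sites called in both lists of all 3 macrophage stages but not in both Mo lists numbered 625.

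A stricter count asked for no call in any other list. The 2 Mo lists alone called 826 sites, more than any other of the 28 pairs of IP lists (one-sided exact test, p = 0.0357, the smallest possible). The rank tests of the stages and of sites absent from Mo were not adjusted for their number. With this smallest p, none could pass after such an adjustment. Pairs from different stages had a median of 35 such sites and a maximum of 328. Genes in place of sites moved the Mo count most among settings with a test, to 164. The 2 Mϕ lists alone called 353 sites, the M1 lists 305 and the M2 lists 174, and none of these passed the test (exact p = 0.0714, 0.214 and 0.321). With the Mo pair first, the smallest p left for another stage is 0.0714, so the test cannot exclude sites exclusive to these stages. The Mϕ count lay above those of all 24 pairs from different stages. With the same number of peaks per list, the counts of 150 in Mϕ, 498 in M1 and 168 in M2 all lay above the maximum of 73 among these pairs. Sites called in all 6 macrophage lists and in neither Mo list numbered 288, and 3 of the 28 pairs had as many (exact p = 0.107). The pair absent from most sites was M1 replicate 1 with M2 replicate 1, at 410 sites, and these are the shortest lists. With the same number of peaks per list, sites absent from Mo numbered 409, the highest such count of the 28 pairs (exact p = 0.0357).

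**Figure D4:**
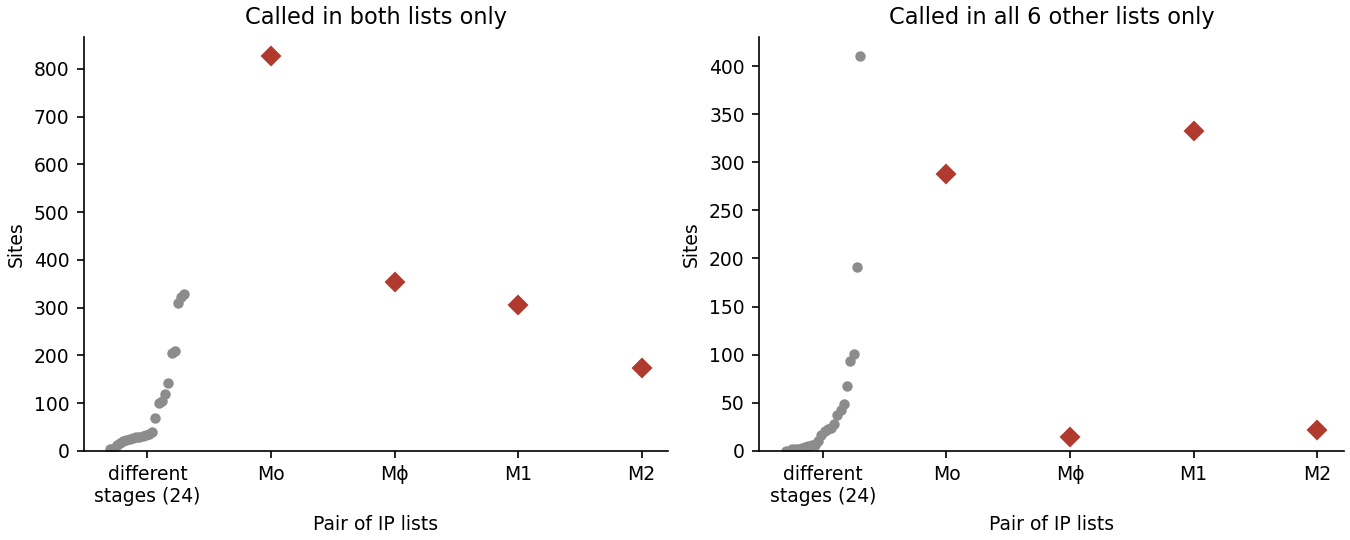
Number of sites (vertical axis) for the 24 pairs of IP lists from different stages (grey circles, sorted) and the pairs of one stage (diamonds). Left, sites called by both lists and no other, where Mo has 826; right, sites called by all 6 other lists and by neither list of the pair, where a pair from different stages reaches 410.

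The number of IP peaks did not separate Mo from macrophages. The mean was 16138 ± 3002 (SD, n = 2) in Mo and 14381 ± 2986 (SD, n = 6) in macrophage lists (two-sided exact permutation test, p = 0.536; the smallest possible is 0.0357). Leaving out a replicate moved the difference of 1757 peaks most, to 1990 without replicate 1 and to 1524 without replicate 2. The share of summits in 3′ UTRs was 19.8% ± 0.12 (SD, n = 2) in Mo and 20.3% ± 1.5 (SD, n = 6) in macrophages (exact permutation test, p = 0.857), and the sign of this difference changed with the same number of peaks per list.

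From Mo to Mϕ, 1852 sites were gained and 1372 lost, where a gained site was called in both Mϕ lists and in neither Mo list. Their sum, 3224, exceeded the sums in the other 2 splits of the 4 lists (1105 and 576). With 3 splits no p-value under 0.33 is possible, as for the other contrasts. The setting with a replicate pair that moved these counts most was the restriction to genes with an input peak in all 4 input lists, where 194 sites were gained and 201 lost. Their sum there, 395, was hardly above the 374 sites that separated the lists by replicate number. The leading gained site lay in the CDS of RIN2 (chromosome 20, 19974592 to 19975688, hg38), with ranks of 39 and 43 by −log10 q in the Mϕ lists. The next lay in the 3′ UTR of DLX3 (chromosome 17, 49990092 to 49991879, ranks 106 and 91) and in the CDS of SAMD4A (chromosome 14, 54701952 to 54702676, ranks 182 and 55). All 6 macrophage lists called these 3 sites, and none of the 3 genes had an input peak in Mo. The leading lost site lay in the CDS of SERPINB2 (chromosome 18, 63902865 to 63903204), with ranks of 1275 and 1374 in the Mo lists and no Mϕ input peak in the gene. The next lay in the CDS of SLCO4A1 (chromosome 20, 62664828 to 62665569, ranks 2737 and 2410) and of MCM3AP (chromosome 21, 46244437 to 46245302, ranks 3062 and 3017). Both overlap an exon of an antisense lncRNA, so their gene is uncertain, and both genes had input peaks in both stages.

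From Mϕ to M1, 600 sites were gained and 2483 lost, and the sum of 3083 exceeded those of the other 2 splits (670 and 571). Among genes with an input peak in all 4 input lists the sum was 557, against 181 by replicate number and 199 in the remaining split. Gained sites made up 19.5% of the sum with all peaks and 49.8% with the same number of peaks per list (928 gained, 936 lost). Equal numbers of peaks bring gained and lost sites close to balance by construction, so this share cannot show whether the excess of losses came from list length. The leading gained site lay in the 5′ UTR of IL7 (chromosome 8, 78804549 to 78805604, rank 93 in both M1 lists), a gene without an input peak in either stage that overlaps a second, unnamed gene there. The next overlapped GABBR1, UBD and OR2I1P (chromosome 6, 29555813 to 29556237, ranks 35 and 138) and cannot be assigned to 1 gene. The next lay in the CDS of TBX21 (chromosome 17, 47744994 to 47745568, ranks 222 and 243), which had input peaks in M1 and not in Mϕ. The leading lost sites lay in the 3′ UTR of ATP2B3 (chromosome X, 153580158 to 153580596, ranks 3042 and 2152), the 3′ UTR of OPRL1 (chromosome 20, 64098638 to 64100313, ranks 3228 and 695) (which an unnamed gene overlaps there) and the CDS of ZNF280B (chromosome 22, 22488396 to 22488769, ranks 3616 and 3271). All 6 lists of the other stages called these 3 sites.

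From Mϕ to M2, 415 sites were gained and 1083 lost. Their sum, 1498, was close to the 1229 sites that separated the lists by replicate number. With the same number of peaks per list the sum was 1179, against 513 and 514 in the other 2 splits. Among genes with an input peak in all 4 input lists it was 330, against 319 by replicate number. Gained sites made up 27.7% of the sum with all peaks and 44.2% with the same number per list, which has the same limit. The leading gained sites lay in the CDS of ZNF474 (chromosome 5, 122151828 to 122152295, ranks 2149 and 3348), the CDS of MAP1A (chromosome 15, 43522932 to 43523373, ranks 3282 and 3738) and the 3′ UTR of AKAP5 (chromosome 14, 64469005 to 64469966, ranks 3421 and 3770). The leading lost sites lay in the 5′ UTR of JARID2 (chromosome 6, 15245973 to 15246229, ranks 4637 and 4055), the 3′ UTR of an unnamed protein-coding gene, ENSG00000288658, which the gene CT75 overlaps (chromosome 2, 222318496 to 222318903, ranks 4188 and 4773), and a 3′ UTR of ZNF333 (chromosome 19, 14708876 to 14709318, ranks 3339 and 4825).

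Genes gained and lost were then compared for the 4 gene lists, to ask whether IP peaks change in genes of the processes under study. Of the 12 tests, 1 passed. Genes of the LPS and IFN-γ response made up 10 of 153 genes gained in M1 and 0 of 700 lost (two-sided Fisher's exact test, p = 2.69e-08, adjusted p = 3.23e-07). The 10 genes were ACOD1, CD40, CXCL11, GBP2, IDO1, IL15RA, ISG15, ITGB8, LAMP3 and MX2. The input lists gave the same direction, with 23 of 332 genes gained and 0 of 727 lost (Fisher's exact test, adjusted p = 1.81e-11). Among genes with an input peak in all 4 input lists, 3 of 24 gained and 0 of 182 lost genes were in the list (Fisher's exact test, adjusted p = 0.0169). The restriction to IP peaks without an input peak moved this result most, and reversed the log2 odds ratio from 6.68 to -0.77. It removes IP peaks by their overlap with input peaks, which genes of this list also gained in M1, so the reversal is not independent of that gain. Cell cycle genes numbered 0 of 479 gained and 4 of 322 lost in Mϕ (BRCA1, EXO1, NCAPG and POLE), which did not pass (Fisher's exact test, p = 0.0258, adjusted p = 0.155). In the input lists they numbered 0 of 828 gained and 20 of 609 lost (Fisher's exact test, adjusted p = 1.75e-07). Macrophage differentiation genes numbered 7 of 479 gained and 1 of 322 lost in Mϕ (Fisher's exact test, adjusted p = 0.359). In the input lists they numbered 14 of 828 gained and 0 of 609 lost, which passed (Fisher's exact test, adjusted p = 0.00182). IL-4 and IL-13 response genes numbered 1 of 136 gained and 1 of 233 lost in M2 (Fisher's exact test, adjusted p = 1.0). In the input lists they numbered 2 of 249 gained and 0 of 282 lost, which did not pass (Fisher's exact test, adjusted p = 0.329). Genes are not independent replicates in these tests.

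Of 24 genes that the study names as examples or controls, 10 had an exonic IP peak in all 8 IP lists, namely SETD7, CSF1, TLR4, ICAM1, ARID1A, FOXO3, MCL1, SPI1, MYC and FAM20C. SETD7, its positive control, had a site in the 3′ UTR in all 8 lists (chromosome 4, 139511367 to 139511819). GAPDH, its negative control, GRK2 and MFSD12 had no exonic IP peak in any list and an input peak in all 8. The study also described GRK2 as without m6A, but it reported m6A peaks in MFSD12, which the exonic IP peaks here do not show. MSR1 and CD36 had an IP peak in all 6 macrophage lists and in neither Mo list, in the CDS of MSR1 (chromosome 8, 16168531 to 16168892) and the 3′ UTR of CD36 (chromosome 7, 80676288 to 80676821), and neither had an input peak in Mo. FN1 had the opposite pattern, with a peak in the CDS in both Mo lists and in no macrophage list (chromosome 2, 215367784 to 215368140), although it had no input peak in Mo. The other 8 genes had an IP peak in part of the lists. TLR4 had 3 sites called in all 8 lists, among them the site in the 3′ UTR (chromosome 9, 117715361 to 117716557).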

Values the study reported

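The study reported between 8511 and 12,425 m6A peaks per cellular stage, located in 6118 to 7130 genes. It gave 4044 peaks as shared by the 4 stages, 1866 as found in monocytes alone and 651 as found across the macrophage types. About 45% of its peaks fell in the CDS and about 30% in the 3′ UTR.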

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

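The test in this part was chosen after a first look at the lists but before its own result was seen. IP peaks with summits outside annotated genes enter none of the motif comparisons above, yet they carried the motif more often than the corresponding input peaks. GGACU on either strand lay within 50 nt of the summit in 24.7% ± 1.5 (SD, n = 8 lists) of intergenic IP peaks and in 17.7% ± 1.4 (SD, n = 8 lists) of intergenic input peaks. Exonic IP peaks read in the same way had 26.7%. The difference of 6.95 percentage points passed a two-sided exact permutation test (p = 0.000155, the smallest possible), which argues against called background without the modification as the whole source of these peaks. Differences in base composition between the 2 sets of intergenic sequence, transcripts missing from the annotation, and repeats were not tested. No biological explanation was tested, since no group in the design concerns intergenic sequence.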

How the results depend on the processing

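All alternatives in this part were fixed in advance. The differences between IP and input in GGACU share (from 6.68 to 21.0 percentage points) and in stop codon share (from 7.46 to 16.5) kept their direction and passed under every alternative run for them. Both stage separations passed under those run for them, which include neither leaving out a replicate nor a restriction to genes with input peaks. DRACH is saturated, so its difference says little.

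Whether replicate numbers pair the samples stays open. With all peaks, sites that separated the lists by replicate number outnumbered those of the remaining split in all 3 contrasts. With the same number of peaks per list this held for Mϕ against Mo (505 against 291). It did not hold for M1 against Mϕ (412 against 521) or M2 against Mϕ (513 against 514). The difference in calls between replicates 1 and 2 correlated between stages by at most 0.0475 in IP. With IP and input of one stage and number as a replicate block, the differences stayed at 10.98 and 12.7 percentage points (exact p = 0.00781). Permuting stages within numbers left the separations at 0.0709 and 0.0782 (exact p = 0.0417). Among the 16 pairs with one list of each number, 826 Mo sites remained the highest count, but the smallest p there is 0.0625, so this block cannot make a call. The block changed no other call among the results it was run for. It was run neither for the tests of regions in IP against input nor for the gene list tests.

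With the same number of peaks per list, exclusive sites numbered 150 in Mϕ and 498 in M1, and sites absent from Mo rose to 409 and passed without adjustment for the number of rank tests. M1 against Mϕ gave 928 gained and 936 lost sites, and M2 against Mϕ 658 lost. The 3′ UTR difference reversed to 0.593 percentage points, without passing. Cell cycle genes (log2 odds ratio -3.83), macrophage differentiation genes (3.76) and LPS and IFN-γ genes (3.76) passed for Mϕ against Mo. Lists differ in length, so this setting removes more low-ranked peaks from long lists.

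Restricted to IP peaks without an input peak, 169 sites were absent from Mo. The log2 odds ratios reversed for the cell cycle (3.88), LPS and IFN-γ (-0.33) and differentiation (-2.18) lists in Mϕ against Mo, the cell cycle (0.34), LPS and IFN-γ (-0.77) and IL-4 and IL-13 (-1.99) lists in M1 against Mϕ, and the LPS and IFN-γ (0.20) and IL-4 and IL-13 (-0.54) lists in M2 against Mϕ, none of which passed. This setting drops between 38.4% and 52.6% of the peaks of an IP list, and why the ratios reversed was not tested.

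Genes in place of sites gave 164 (Mo), 63 (Mϕ), 65 (M1), 56 (M2) and 140 (absent from Mo), since there are fewer genes than sites. Among genes with an input peak in all 4 input lists, gained and lost sites numbered 194 and 201 for Mϕ against Mo, 76 and 481 for M1 against Mϕ and 61 and 269 for M2 against Mϕ. There the cell cycle list reversed in M1 (1.304) and M2 (0.32) against Mϕ, and the LPS and IFN-γ list in M2 (0.32), in each case with 0 genes gained and 1 lost. The sign there comes from the 0.5 added to each count and not from the genes.

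Leaving out either replicate leaves 1 list per stage, and a call no longer needs a second list, so counts rose. Exclusive sites ranged from 2809 to 3871 in Mo, 1704 to 3157 in Mϕ, 1018 to 1338 in M1 and 908 to 2328 in M2, and sites absent from Mo from 702 to 1032. For Mϕ against Mo, 4160 to 5310 sites were gained and 3444 to 5793 lost. For M1 against Mϕ the ranges were 1446 to 2856 and 5846 to 6761, and for M2 against Mϕ 1449 to 4522 and 3470 to 6487. In the Mϕ against Mo and M2 against Mϕ contrasts the direction of the balance differed between the replicates. The 3′ UTR difference ranged from -1.32 to 0.379 percentage points and changed sign without replicate 1. The log2 odds ratio of cell cycle genes in Mϕ against Mo ranged from -3.86 to -3.17, of differentiation genes from 2.24 to 2.48, of LPS and IFN-γ genes in M1 against Mϕ from 4.26 to 7.20, and of IL-4 and IL-13 genes in M2 against Mϕ from -0.56 to 1.86. The cause of the remaining changes was not tested.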

Other observations

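The comparison with the 28 pairs of lists was fixed in advance, although what it would show was written down only after the counts were seen. The tests of the upper limit of fold enrichment, of the replicate number, of the stage separation at equal list length and of a mislabelled M2 list were chosen after the values were seen, and the others after a first look at the lists but before their own result was seen.

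Genes that gained IP peaks had more input peaks on average, though not in most genes of every contrast. Of gained genes, 44.9% had more input peaks for Mϕ against Mo, 56.2% for M1 against Mϕ and 27.2% for M2 against Mϕ. Shares with fewer were 7.31%, 9.15% and 6.62%. Of lost genes, 35.4%, 36.7% and 28.8% had fewer input peaks in these contrasts, and 8.70%, 8.71% and 14.6% had more. The mean change of gained genes was 0.925 ± 1.8 (SD over 479 genes) for Mϕ against Mo. It was 0.272 ± 0.94 (SD over 136 genes) for M2 against Mϕ. Genes that gained an IP peak in M1 had 0.931 ± 1.5 (SD over 153 genes) more input peaks per list in M1 than in Mϕ, and genes that lost one changed by -0.426 ± 1.1 (SD over 700 genes). Genes with IP peaks in both stages changed by -0.336 ± 1.4 (SD over 4984 genes), so the mean change of lost genes barely differed from theirs. The same held in M2, at -0.157 ± 0.81 (SD over 233 genes) for lost genes and -0.116 ± 1.1 (SD over 5355 genes) for genes with IP peaks in both stages. In Mϕ against Mo, lost genes changed by -0.441 ± 1.2 (SD over 322 genes) and genes with IP peaks in both stages by 0.147 ± 1.6 (SD over 5478 genes). The difference between gained and lost genes was 1.37 input peaks for Mϕ against Mo, 1.36 for M1 against Mϕ and 0.429 for M2 against Mϕ (permutation test, p = 1e-05 in each, the smallest that 100000 resamples give; genes are not independent replicates). Part of the gains, and of the losses in Mϕ against Mo, is therefore consistent with a change in transcript level, which peak lists cannot separate from methylation. For the losses in M1 and M2 this stays open. More of these genes had fewer input peaks than had more, but their mean change was close to that of genes with IP peaks in both stages. The 2 comparisons were not adjusted for the number of input peaks that a gene had to lose. Of the genes gained in Mϕ against Mo, 16.3% had an input peak in all 4 input lists.

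Presence or absence of transcripts may contribute to the stage separation. Among sites of genes with an input peak in all 8 input lists, the separation of IP lists in the Jaccard index of sites was 0.0190 against 0.0799 over all sites, and no longer stood apart (one-sided exact test, p = 0.152). That is what this explanation predicts, in the test chosen before. However, the index in this set was already 0.787 within and 0.768 between stages, against 0.611 and 0.531 over all sites. The restriction selects sites called in most lists, so the size of the drop does not measure the share due to transcript presence. A further test, chosen after that value was seen, took the same number of peaks from each list. The separation was then 0.0363 among such sites, against 0.108 over all sites, and the largest of all pairings (exact p = 0.00952), which argues against presence or absence as the whole cause. A change in the level of transcripts that are always present may still contribute.

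The count of sites exclusive to Mo was reached by 1 of the 28 pairs, the Mo pair itself, and 617 such sites at equal list length were again the highest count, which argues against longer Mo lists as the cause. For sites absent from both Mo lists, 3 of the 28 pairs reached the count with all peaks, so it did not stand apart from other pairs there.

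The 2 M2 IP lists shared fewer bases with each other than M2 replicate 2 shared with Mϕ. List length alone did not remove this, since at equal length the M2 index was 0.565 and the indices of M2 replicate 2 with the Mϕ lists were 0.640 and 0.619. At equal length the 2 M2 lists alone called 168 sites, above the 23 to 73 of the 24 pairs from different stages. That argues against a mislabelled Mϕ library. With all peaks the 2 M2 lists alone called 174 sites. This was fewer than M2 replicate 2 called alone with Mϕ replicate 1 (209) or with Mϕ replicate 2 (309). The argument therefore rests on the setting with equal list length. A difference in pull-down efficiency or in the strength of polarisation between the replicates may remain, and neither was tested.

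Replicate 2 had a larger intronic share than replicate 1 in IP at each of the 4 stages, by 5.03 percentage points on average. At equal list length the difference was 0.474 ± 0.52 (SD, n = 4 stages), which is consistent with low-ranked intronic peaks being added in longer lists. The difference in calls between replicates 1 and 2 correlated by at most 0.0475 between stages. That argues against a batch that moved many of the same sites in all stages, but not against one shared by some stages. The mean Jaccard index between stages was 0.508 for IP lists of the same number and 0.486 for lists of different numbers, and the cause of this difference was not tested.

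Intronic IP peaks carried GGACU on the gene strand in 17.0% ± 0.80 (SD, n = 8 lists) and on the opposite strand in 7.53% ± 0.72. The difference of 9.45 percentage points was positive in 8 of 8 lists (exact sign-flip test, p = 0.00781), and argues against genomic or antisense background as their main source. In input lists the same difference was 0.766 percentage points. Unspliced transcripts and unannotated exons remain open.

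The highest fold enrichment was between 49.8 and 49.9 in all 8 input lists, while 5 of the 8 IP lists exceeded 50, with a maximum of 58.6. The ratio of a 10000 bp background window to the shortest peak of 200 bp is 50, so the limit of 49.9 is consistent with input peaks called against their own local background. If so, an input peak marks a local rise in coverage and not simply an expressed transcript.

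The number of sites called in both lists of all 4 stages was 6101. That is higher than the value quoted from the study above. The way in which sites were merged across lists differs and was not tested as a cause.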
